A study of Drosophila melanogaster with 6 samples. Its data were reported in "Persistent epigenetic reprogramming of sweet taste by diet" (2020).

How the data were processed

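The deposited data comprised 6 RNA-seq libraries from heads of male *Drosophila melanogaster* in which a FLAG-tagged ribosomal protein was expressed in the *Gr5a* sensory neurons, the cells of the labellum and legs that respond to sugars. All flies carried a mutation in *Pcl* (Polycomblike), an accessory subunit of the Polycomb Repressive Complex that places repressive marks on histone H3. Flies were kept from day 5 to day 12 of adult life either on a control diet with 5% sucrose or on a sugar diet with 30% sucrose. There were 3 biological replicates per diet, each made from 300 heads. In this type of experiment, known as translating ribosome affinity purification, lysate is incubated with beads that carry an antibody against the tag, and RNA bound to the tagged ribosomes is recovered. The labels describe the profiled cells as *Gr5a* sensory neurons and do not state for each library which fraction of the lysate was sequenced. No input library was analysed here.

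The deposited values are raw counts of reads per gene, made by the authors from ribosomal-RNA-depleted, stranded libraries sequenced on an Illumina instrument. The authors discarded reads of low quality and aligned the rest with STAR to the dm6 genome. The methods of the study name HTSeq as the counting tool, while each table has the 4 columns that STAR writes, a gene identifier followed by unstranded, sense and opposite-strand counts. The aligner version and annotation release were not stated, nor was any removal of PCR duplicates. Reads that mapped to several places and reads that fell in more than 1 gene are counted apart from the genes in this layout, so values of near-identical or overlapping genes are underestimates and are treated as uncertain. The tables list 17489 genes. Symbols were matched to 17215 of their identifiers, and 274 identifiers had no match. Coordinates come from Ensembl annotation release 115, whose assembly has dm6 coordinates.

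Before the data were examined, the groups, the tests, the alternatives and the rule for naming genes were written down. The count column was chosen by a rule set then, namely the stranded column holding over 80% of the stranded counts. The sense column held 97.2% of them over all libraries and was used. Sense counts per library ranged from 12617127 to 24076315. At these depths the floor of 3 counts is the smallest value taken as detected. Counting intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. Libraries of 1 diet were compared by a chi-square of their counts over genes, and every pair differed by far more than sampling noise, with chi-square per degree of freedom between 20.9 and 60.9. All 6 libraries were therefore kept as separate replicates.

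Differential expression between diets was tested as in the study, with the two-sided Wald test of DESeq2 version 1.42.0 in R 4.3.3, without a block and with Benjamini-Hochberg adjusted p-values (q) under 0.1. All genes with at least 1 count entered the fit. The quasi-likelihood test of edgeR version 4.0.16 was the first alternative and its gene count is printed beside that of DESeq2. Skewness was the third central moment of the log2 fold changes over the second to the power 1.5. Practical equivalence was tested for each gene with a margin of 1.5-fold in each direction, using the DESeq2 standard error and a normal distribution. Gene families were read from symbols and tested with camera in limma version 3.58.1 with an inter-gene correlation of 0.01. Libraries were compared by Spearman correlation of log2(normalized count + 1) over genes with a mean normalized count of at least 10, and the difference between same-diet and different-diet pairs was tested by exact permutation over the 10 splits of the libraries. A comparison of 3 with 3 libraries cannot give an exact p below 0.1.

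Genes named are *Pcl*, the genes of lists taken from the study before the data were examined (5 regulators, 8 sweet receptors, other taste receptors, network targets, Polycomb genes and the host gene of the tag), and the 5 genes with the largest log2 fold change in each direction among those with q under 0.1, a mean normalized count of at least 10 and the same sign in all 3 same-numbered library pairs. Replicate numbers come from the sample titles, which number both groups from 1 to 3. Same-numbered libraries are made from different animals.

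The tests were tried on simulated counts drawn from the real means, library sizes and gene-wise dispersions, with 200 genes changed by 2-fold or 3-fold, over 5 draws. On the 16134 genes, DESeq2 recovered 91.5% of the changed genes, and 23.2% of its calls were false, above the nominal rate. edgeR recovered 86.8% with 10.5% false calls. Equivalence was called for 0% of the 200 changed genes and for 69.1% of the 8843 unchanged genes with at least 50 counts. The family test called 0 families without a shift and found the planted family in each draw. Correlation between genes was not among the inputs of the draws. This check therefore does not show how the family test behaves when genes vary together. The moment formula gave 2.02 on exponential draws with a known skewness of 2.

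Alternatives covered the normalization (trimmed mean of M-values), count filters, the unstranded column, the test, the q threshold, independent filtering, the Cook's distance filter, the replicate number as a block, shrinkage, the equivalence margin and distribution, the correlation measure, the family test settings, and leaving out each library in turn. Guanine-cytosine content was not analysed here because no genome sequence was used. The regulator *scro* was not analysed here.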

Results

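To ask how a high sugar diet changes mRNA levels in the *Gr5a* neurons when *Pcl* is mutated, 3 control diet and 3 sugar diet libraries of *Pcl* mutant flies were compared. Sense counts totalled 24076315, 12617127 and 17571638 in control diet replicates 1 to 3, and 19136781, 17351693 and 16691685 in sugar diet replicates 1 to 3. The number of genes with a count was 13994, 13735 and 12740 in the control diet libraries. It was 14685, 14614 and 14739 in the sugar diet libraries.

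The mutated gene was examined first. *Pcl* (FBgn0003044; dm6 chromosome 2R, 18135426 to 18139990, protein coding) had 928.6 ± 69.3 normalized counts on the control diet (SD, n = 3) and 909.1 ± 75.9 on the sugar diet (SD, n = 3). Its log2 fold change was −0.03 ± 0.12 (SE; DESeq2 q = 0.979), and it passed the equivalence test within 1.5-fold (q = 3.7e-05). Both groups carry the mutation, so this gene does not tell the groups apart. The other Polycomb genes on the list, *E(z)*, *Su(z)12*, *esc*, *Jarid2* and *jing*, had log2 fold changes between −0.04 and 0.10 and passed the same test, with equivalence q values up to 0.0243. *RpL3*, the host gene of the tag, had a log2 fold change of −0.21 ± 0.15 (SE; DESeq2 q = 0.587) and also passed the equivalence test (q = 0.0206).

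Whole profiles separated by diet. The mean Spearman correlation was 0.991 among the 3 pairs of control diet libraries, 0.980 among the 3 pairs of sugar diet libraries and 0.940 among the 9 pairs of libraries on different diets. The mean of same-diet pairs exceeded that of different-diet pairs by 0.0455 (exact permutation over 10 splits, one-sided p = 0.1, the smallest this design allows). The difference moved most, among alternatives without a block, under Pearson correlation, to 0.0932. The first principal component held 86.9% of the variance and placed the control diet libraries between −96.3 and −78.4 and the sugar diet libraries between 60.96 and 121.8.

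Between diets, 2067 of 14254 tested genes differed at q under 0.1 (DESeq2 Wald test, Benjamini-Hochberg). Of these, 1990 were higher on the sugar diet and 77 were lower, so 96.3% of the calls were higher. The edgeR quasi-likelihood test called 1600 genes, 1561 higher and 39 lower, and 1562 of them were shared with DESeq2. The count moved most when sugar diet replicate 3 was left out, to 1443 genes. Among the 2067 genes, 2058 changed in the same direction in all 3 same-numbered pairs and 2022 had groups whose values did not overlap. Chance gives the latter for 10% of unselected genes, and these genes were selected for a difference, so neither count is a separate test. Changes were large among the higher genes and small among the lower genes, with median log2 fold changes of 4.80 and −0.33. In 967 of the higher genes, every control diet library was at or under the floor of 3 counts. With the floor in place of those values, 1611 genes were over 4-fold higher and 691 over 16-fold higher, while 6 genes were over 4-fold lower.

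The log2 fold changes over the 16134 genes with a count had a skewness of 1.68. In the 3 same-numbered library pairs, differences in log2(normalized count + 1) had a skewness of 1.85, 1.64 and 1.87 (SD 0.12). These are not fitted DESeq2 fold changes, and the pairs follow sample numbers only. The SD is therefore not an error of the 1.68. Skewness moved most, to 5.63, when only genes with a mean normalized count of at least 100 were used. The median log2 fold change was 0.01. The equivalence test called 6553 of the 16134 genes practically unchanged within 1.5-fold (40.6%) at q under 0.1, a count that moved most, to 8550, with a 2-fold margin.

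**Figure D1:**
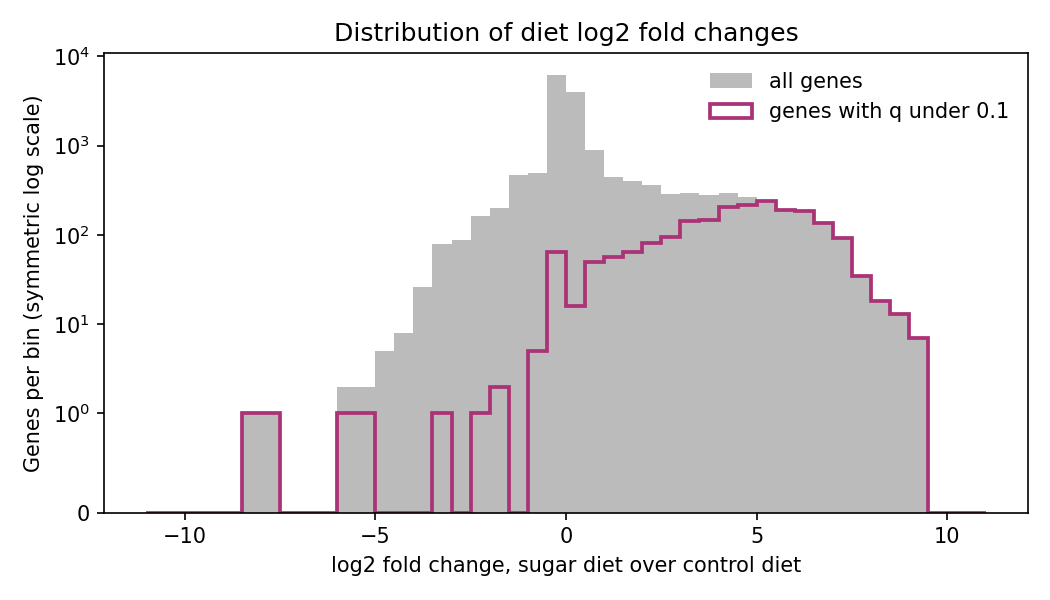
Number of genes (vertical axis, symmetric log scale) by log2 fold change of the sugar diet over the control diet (horizontal axis, log2 units), for all 16134 genes (grey) and for the 2067 genes with q under 0.1 (outlined). The outlined genes lie mostly to the right, with 1990 higher and 77 lower.

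The study named 5 transcription factors whose diet response was asked to depend on *Pcl*, and 4 of them were analysed here. Of these, 3 differed between diets at q under 0.1, whether adjusted over the list or over all genes. *cad* (FBgn0000251; chromosome 2L, 20770731 to 20783135) rose from 12.5 ± 3.3 to 108.7 ± 69.1 normalized counts (SD, n = 3 each), a log2 fold change of 3.09 ± 0.53 (SE; DESeq2 q = 1.2e-07). *GATAe* (FBgn0038391; chromosome 3R, 16009105 to 16019133) rose from 2.83 ± 2.74 to 61.4 ± 47.7 normalized counts (SD, n = 3 each), a log2 fold change of 4.40 ± 0.91 (SE; DESeq2 q = 2.0e-05). *nub* (FBgn0085424; chromosome 2L, 12587625 to 12628135) had 75.6 ± 10.2 and 135.2 ± 49.9 normalized counts (SD, n = 3 each), a log2 fold change of 0.84 ± 0.33 (SE; DESeq2 q = 0.0724). Adjusted over all genes, this call was not made by edgeR (q = 0.114) or on unstranded counts (DESeq2 q = 0.111), while 3 regulator genes were called over the list in each of these fits. *Ptx1* (FBgn0020912; chromosome 3R, 30912754 to 30930682) had a log2 fold change of 0.38 ± 0.29 (SE; DESeq2 q = 0.622) and did not pass the threshold. All 4 were highest in sugar diet replicate 3, an order shared by most of the genes that rose.

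**Figure D2:**
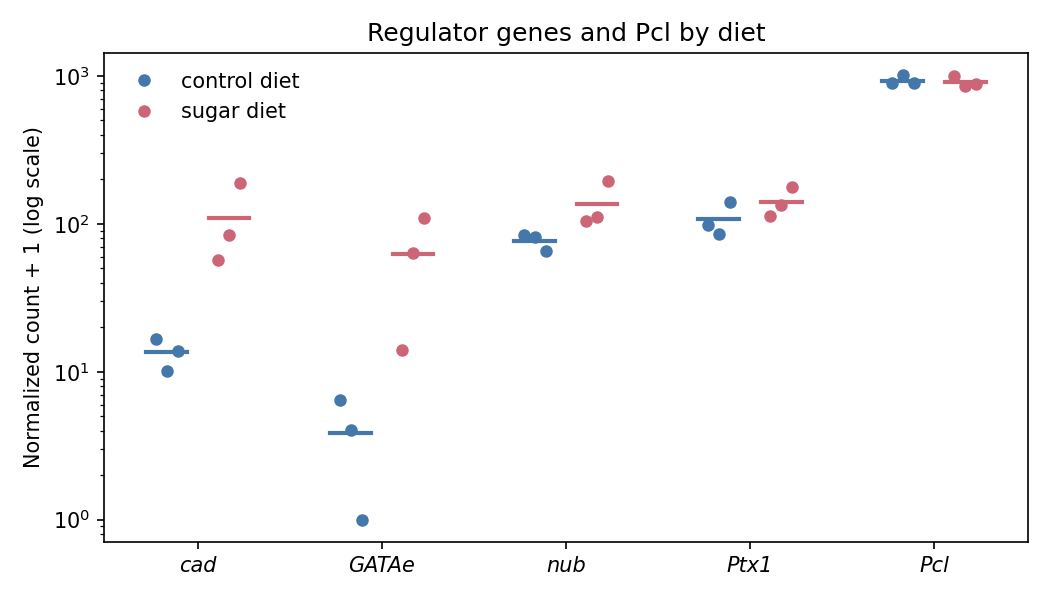
Normalized count plus 1 (vertical axis, log scale) of 4 regulator genes and *Pcl* in each library, with 3 control diet (blue) and 3 sugar diet (red) points per gene in replicate order and bars at the group means. *cad* and *GATAe* were higher in every sugar diet library, while *Pcl* overlapped between diets.

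Sweet receptor genes, which mark the profiled neurons, were near the counting floor. *Gr5a* (FBgn0003747; chromosome X, 5680617 to 5682488) had 4.84 ± 4.92 normalized counts on the control diet and 5.10 ± 4.08 on the sugar diet (SD, n = 3 each), and its span overlaps a gene on the other strand. *Gr61a* had 14.03 ± 6.44 and 10.5 ± 7.5, *Gr64a* 4.02 ± 1.64 and 7.95 ± 6.91, and *Gr64f* 5.60 ± 2.84 and 5.03 ± 2.14 normalized counts. *Gr64b*, *Gr64c*, *Gr64d* and *Gr64e* were listed at 0 in all 6 libraries, and each overlaps another gene on the same strand, so reads shared between them would not be counted. Of the 8 genes, 4 could be tested, and 0 differed at q under 0.1, adjusted over the list or over all genes, with 0 at an unadjusted p under 0.05. A diet difference in these genes was not detectable at such low counts. The bitter receptors *Gr66a* and *Gr32a* were at similar or higher levels, with 5.99 ± 3.90 and 18.1 ± 1.5 normalized counts on the control diet (SD, n = 3 each). The fatty acid receptor *Ir56d* had 1.70 ± 1.58 and 5.35 ± 4.42. The listed network targets did not pass the threshold for a difference, with log2 fold changes of −0.41 ± 0.38 for *Arc1* (SE; DESeq2 q = 0.743) and 0.05 ± 0.22 for *ACXD* (SE; DESeq2 q = 0.979). *ACXD* passed the equivalence test within 1.5-fold (q = 0.0211). *Arc1* did not (q = 0.581) and was lower on the sugar diet in all 3 same-numbered pairs, so it was neither called different nor called unchanged.

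The genes with the largest rise were *CG30378*, *CG31952*, *CG17242*, *robl62A* and *Acp26Aa*, which encodes an accessory gland protein. Every control diet library was at or under the floor for these 5 genes. *Acp26Aa* (FBgn0002855; chromosome 2L, 5892883 to 5893896) had 76.2, 72.2 and 197.6 normalized counts in sugar diet replicates 1 to 3 and was at least 35.2-fold higher than the floor (DESeq2 q = 2.8e-11). *CG30378* was at least 39.6-fold higher, *CG31952* 39.04-fold, *CG17242* 38.002-fold and *robl62A* 70.2-fold, with DESeq2 q of 1.8e-11, 1.2e-11, 1.4e-11 and 5.5e-12 in that order. On unstranded counts the fitted log2 fold changes were 4.00 in place of 9.39 for *CG30378*, 3.62 in place of 9.37 for *CG31952*, 7.41 in place of 9.25 for *robl62A*, 6.83 in place of 9.22 for *Acp26Aa* and 9.34 in place of 9.33 for *CG17242*, and all 5 genes were still called. *CG30378* overlaps another gene on the same strand.

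The genes with the largest fall included the yolk protein genes. *Yp1* (FBgn0004045; chromosome X, 10053811 to 10055498) had 117.2, 21747 and 2363 normalized counts in control diet replicates 1 to 3 and 31.3 ± 12.7 on the sugar diet (SD, n = 3), a log2 fold change of −8.01 ± 1.55 (SE; DESeq2 q = 4.5e-06). *Yp2* changed by −7.71 ± 1.64 (SE; DESeq2 q = 4.1e-05) and *Yp3* by −3.17 ± 1.14 (SE; DESeq2 q = 0.0407). Without control diet replicate 2, the log2 fold changes were −5.31 for *Yp1*, −4.45 for *Yp2* and −0.96 for *Yp3*. The spread within the control diet exceeded the mean for all 3 genes, with SDs of 11893, 4575 and 7781 normalized counts around means of 8076, 2944 and 5715. *asRNA:CR45601* lies within the span of *Yp1* on the other strand and changed by −5.95 ± 1.66 (SE; DESeq2 q = 0.0033), at most 51.4 normalized counts in any library. *lncRNA:CR43995* changed by −2.10 ± 0.81 (SE; DESeq2 q = 0.0713).

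**Figure D3:**
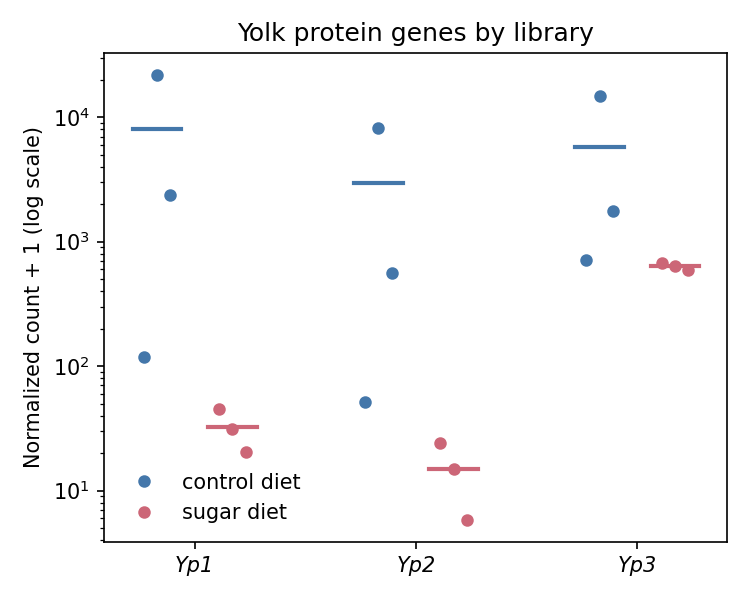
Normalized count plus 1 (vertical axis, log scale) of *Yp1*, *Yp2* and *Yp3* in each library, with 3 control diet (blue) and 3 sugar diet (red) points per gene in replicate order and bars at the group means. Control diet replicate 2 is the highest library for each gene, and the mean of the control diet follows it.

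Of 6 gene families, 5 were shifted downward relative to the other genes at q under 0.1 (camera in limma on edgeR values, Benjamini-Hochberg over 6). Cytosolic ribosomal protein genes had a median log2 fold change of −0.29, with 4 of 81 genes higher (camera q = 1.6e-08). Mitochondrially encoded genes had a median of −0.39, with 9 of 32 higher (camera q = 0.015). The mitochondrial ribosomal protein, odorant-binding protein and cytochrome P450 families had medians of −0.02, −0.11 and −0.03, with 33 of 70, 7 of 29 and 34 of 76 genes higher, each with camera q = 0.0808. The other genes to which camera compares a family include those that rose. Directions were the same with DESeq2 size factors. The count moved most, to 0 families, when the correlation was estimated for each family. Cytosolic ribosomal protein genes then had camera q = 0.567. The 5 calls therefore depend on the preset correlation between genes.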

Values the study reported

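In wild-type flies, the study reported a skew of the log2 fold changes of −0.8 after 3 days and −1.7 after 7 days of the sugar diet. It reported about 800 differentially expressed genes at each time point (Wald test, q < 0.1). Of the genes that the sugar diet repressed in wild-type flies, the study reported that 32% had a positive log2 fold change in *Pcl* mutants and that 76% passed its equivalence test as unchanged.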

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

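The test of overlap with annotated genes and the comparison with other splits were chosen before the opposite-strand result was seen. Counts on the strand opposite to the gene were not tested on their own in the report, entering it only through the unstranded alternative, and they carried a signal above the level of the control diet libraries. A DESeq2 fit to them called 54 genes at q under 0.1, of which 53 were higher on the sugar diet and 1 was lower. Of the 53 called genes with a position, 90.6% overlap an exon of an annotated gene on that strand, against 27.7% of all genes with opposite-strand counts. Reads of the annotated neighbour are therefore a candidate source for most of these calls, and 5 genes had no such neighbour. Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 gave as many genes, the real one, and so few splits cannot exclude a grouping by chance. Of the other 6 splits, which part 1 pair each, the one that sets control diet replicates 1 and 2 and sugar diet replicate 1 against the rest gave 87. No biological explanation was tested.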

How the results depend on the processing

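The number of genes differing between diets stayed within 1.5 times its value under every alternative tried, and both extremes, 1443 and 2532 genes, came from the 6 fits that each left out one library. Higher genes exceeded lower genes in each, and their share of the calls fell to 80.4% without sugar diet replicate 1. The number of lower genes was 39 with edgeR and 29 at q under 0.05, against 77, and ranged from 12 to 496 across the 6 fits that each left out one library. The cause was not tested. The false share of 23.2% among DESeq2 calls on simulated counts limits how many of the calls can be relied on singly, and edgeR with 10.5% shared 1562 of them.

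Skewness stayed positive. It was 2.52 for genes with at least 10 counts in 3 libraries, 2.59 with edgeR, 2.46 with shrunken log2 fold changes and 5.63 for mean counts of at least 100, and ranged from 1.53 to 1.71 when one library was left out. The separation of the diets was 0.0932 with Pearson correlation and 0.0233 for mean counts of at least 100, and ranged from 0.0329 to 0.0608 without one library. Families past the threshold numbered 0 with the correlation estimated per family and 1 on unstranded counts, and ranged from 1 to 5 without one library. The cause was not tested for any of these. With genes of at least 1 count, 6 families passed, chemosensory receptors among them (168 genes, median −0.43, camera q = 0.0018). Practically unchanged genes stayed within 1.5 times their value under the alternatives run for them, at 4760 to 8550; edgeR was not among these. Regulator genes, adjusted over the list, numbered 2 to 4 and sweet receptor genes 0 under the normalization, count filter, unstranded, edgeR, block and leave-one-out alternatives. With the count filter and with edgeR, *Gr61a* was the only sweet receptor gene fitted, so the 0 there does not bear on the others.

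With the replicate number as a block, 1842 genes were called by DESeq2, 1721 higher and 121 lower, and 1646 by edgeR, with skewness 1.79, 5781 practically unchanged genes, 3 regulators adjusted over the list, 0 sweet receptors, a separation of 1.08 and 3 families. Adjusted over all genes, *nub* (q = 0.318), *Yp3* (q = 0.371, log2 fold change −1.96) and *lncRNA:CR43995* (q = 0.16) were not called in the DESeq2 fit with the block, and *Arc1* was (q = 0.0601). The separation of 1.08 follows from centring each pair, which makes the values of its members opposite, and shows no stability. The deviations of same-numbered libraries from their group means had a mean correlation of −0.035, and the animals were different, so the numbers do not show pairing.

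Log2 fold changes of low or unchanged genes reversed sign, and the cause was not tested. On unstranded counts these were *Gr5a* at −1.27, *Gr61a* at 0.036, *Gr64f* at 0.049, *Gr66a* at −0.23 and *Gr32a* at 0.34. With edgeR these were *Gr32a* at 0.0049 and *E(z)* at 0.0037. Across the 6 fits that each left out one library, *Gr5a* ranged from −0.82 to 0.99, *Gr61a* from −0.81 to 0.083, *Gr64f* from −0.53 to 0.14, *Gr66a* from −0.19 to 0.57, *Gr32a* from −0.073 to 0.072, *ACXD* from −0.067 to 0.17, *Pcl* from −0.097 to 0.029, *E(z)* from −0.097 to 0.094, *esc* from −0.12 to 0.087, *Jarid2* from −0.041 to 0.078 and *jing* from −0.074 to 0.037. Of the other comparisons of named genes, 18 kept their direction without a call, 2 gained a call and 267 kept both their direction and their call status. The size of the change could still differ among the 267. *CG30378* had 4.00 in place of 9.39 on unstranded counts, and *Yp3* had −0.96 in place of −3.17 without control diet replicate 2. Leaving out one library lost the call of *nub* in 5 fits, of *lncRNA:CR43995* in 4, of *Yp3* in 3 and of *asRNA:CR45601* in 1, and gave *RpL3* a call in 1. With 8 to 44 raw counts of sweet receptor genes per library, the low counts limit any statement on these genes.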

Other observations

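Tests of chance splits other than the opposite-strand one, of the order of the sugar diet libraries, of the regulators' library order and of photoreceptor genes were chosen after the result was seen. The other tests were chosen before their own values were seen. The yolk protein tests concern control diet replicate 2 because its yolk protein counts had been seen to be the highest, and the condition that a difference in *roX* RNA exceed the replicate spread was added after its value was seen.

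More genes were higher than lower on the sugar diet, and many of the largest rises were in genes named for male reproductive tissue, so RNA from tissue other than the labelled neurons was examined as a candidate source. Marker lists were compared with 10000 random lists matched on mean expression. Accessory gland genes had a median log2 fold change of 6.32, above every random list (the highest was 4.23), with 17 of 18 genes called higher. Midgut genes had a median of 3.97, also above every random list (the highest was 3.49), with 19 of 28 called higher. Y-linked fertility genes, expressed in spermatocytes, had a median of 3.42, with 6 of 10 called higher, but the requirement set for this list, a median above every random list, was not met, as its percentile was 98.02. Spermatocyte regulators and sperm proteins had a median of 2.79 at the 99.97th percentile, with 12 of 21 called higher and 0 lower, and did not meet it either. That list held genes of unlike behaviour. *loopin-1* changed by 6.53 (DESeq2 q = 1.3e-22) and *djl* by 5.75 (DESeq2 q = 1.6e-22). *bol*, at 8050 to 8888 normalized counts per library, changed by −0.05 (DESeq2 q = 0.902). The median therefore does not describe the genes of this list that rose. Both testis medians were above the upper bounds of their random lists, 3.30 and 0.56, the less strict requirement that was set for the muscle, Hox and chorion lists, so testis RNA was not excluded. The X-linked share of the higher genes was 12.6% against 15.97% of the other genes (Fisher's exact test across genes, two-sided p = 8.5e-05; genes are not independent replicates), which is in the direction that testis RNA may give. Flight muscle genes had a median of −0.69, the Hox genes *Antp*, *Ubx*, *abd-A* and *Abd-B* a median of 2.07 (percentile 83.9) and chorion genes a median of −1.37, none above the upper bound of its random lists set beforehand. The random lists were drawn from genes that include those that rose, with upper bounds of 4.11 for the Hox list and 4.88 for the muscle list, so a positive median that missed its requirement, as for the testis and Hox lists, does not exclude the tissue. The muscle and chorion medians were negative. Taken singly, *abd-A* at 2.87 (DESeq2 q = 0.0003), *Abd-B* at 2.98 (DESeq2 q = 3.4e-05) and *Ubx* at 1.28 (DESeq2 q = 0.0799) were called higher and *Antp* was not. A renal tubule list, for which no requirement was set, had a median of 3.47 (percentile 94.3), with 3 of 4 genes called higher.

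The excess over the control diet mean rose from sugar diet replicate 1 to 2 to 3 in 71.5% of the 1990 higher genes, where chance gives 1 of 6 orders, and in 18.7% of the other genes. The excess in replicate 3 was a median of 3.05 times that in replicate 1. The marker lists did not share one profile. Summed normalized counts in sugar diet replicates 1 to 3 were 2094, 2072 and 5821 for accessory gland genes and 1925, 3446 and 8441 for midgut genes, so 1 source of fixed composition does not account for both. Admixed tissue in proportions that differ between libraries may give the common order, and so may a diet response of different size in each library, and the order does not separate them.

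Other technical explanations were weighed for the same pattern. After thinning every library to the smallest total, 1911 genes were called, 1889 of them shared with the 2067. Without ribosomal RNA, small nuclear RNA and mitochondrially encoded genes, 2073 were called, 2058 of them shared. Across genes, log2 fold change and exonic length had a Spearman correlation of −0.21. Genes without an overlapping neighbour were called in 17.6% of cases, against 8.31% of the others. Depth therefore does not account for most calls. Removing the abundant classes could barely move the fit, because median-ratio size factors depend little on a few genes, so that refit does not bear on composition. The length and overlap values are descriptions, and no correction for length was run. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many genes and 1 as large a skewness, the real one, and with so few splits a grouping by chance cannot be excluded. Of the 6 splits that part 1 pair each, the highest called 1126 genes, with control diet replicates 1 and 2 and sugar diet replicate 1 on one side. As many practically unchanged genes came from 2 of the 4 splits, and as many shifted families from 1 of the 4. Guanine-cytosine content, strain variants, reads of another organism and sample mix-ups were not tested. A difference in composition that rescales a library would move its genes alike. The median log2 fold change was 0.01 over all genes and 4.80 over the higher genes, and 6553 genes were practically unchanged. With trimmed mean of M-values factors, 2051 genes were called, 2048 of them shared with the 2067. Both normalizations assume that most genes are unchanged and so set the median near 0, and the second adds little. The contrast between the higher genes and the rest remains under any single factor per library. That contrast argues against such rescaling as the source of the higher genes. The pattern cannot be told apart from RNA of accessory gland, midgut or testis in the sugar diet libraries. A response of the *Gr5a* neurons to the diet remains an untested alternative.

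The rise of *cad* and *GATAe* meets the same question. Midgut genes rose in the same libraries, with the median of 3.97 given above. Among the sugar diet libraries only, all 4 regulator genes carried the order of the Y-linked genes, rising from replicate 1 to 3. That order was common among risen genes, so the 4 regulator genes do not test it independently. Of the 4 splits that part all pairs, 1 gave as many regulator genes at q under 0.1, the real one. Of the 6 splits that part 1 pair each, the one with control diet replicates 1 and 2 and sugar diet replicate 1 on one side also gave 3, as many as the real grouping. RNA of midgut may therefore account for these rises as well as a change in the neurons may, and these data do not separate the explanations. A count of *cad* and *GATAe* in libraries of input RNA from the same lysates, not analysed here, would bear on it. The study reported enrichment of *cad*, *Ptx1*, *GATAe* and *nub* over input. That statement names neither genotype nor diet, so it does not settle the rise seen here.

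Sweet receptor counts were near the floor while genes listed as photoreceptor markers took 4.00% of the counts on average (SD 0.27, n = 6). In raw counts per library, these markers had 544337 to 976102 and the sweet receptor genes 8 to 44. Low depth alone does not explain that contrast, which lies within each library. Whether taste neurons express the photoreceptor markers was not tested. All listed taste receptors together had 30 to 77 counts per library. RNA of head cells outside the *Gr5a* neurons may contribute to these libraries. Receptor genes may also be scarce in any neuron, which was not tested. No input library was at hand, so enrichment cannot be told from these values. In its account of flies without the *Pcl* mutation, the study reported enrichment of *Gr5a*, *Gr64f*, *Gr64a* and *Ir56d* over input. It reported the opposite for *Gr66a* and *Gr32a*. Since no sweet receptor gene was called, each of the 4 splits that part all pairs necessarily gave as many, and that comparison tests nothing.

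The yolk protein genes, which were among the largest falls on the sugar diet, rested on control diet replicates 2 and 3. Their summed normalized counts were 879.6, 44644 and 4678 in control diet replicates 1 to 3 and between 617.9 and 745.6 in the sugar diet libraries. The labels describe all flies as male, and yolk proteins are abundant in females, so RNA of female flies is a candidate explanation. The male-specific *roX1* and *roX2* RNAs had 38272 normalized counts in control diet replicate 2. This was the lowest of the 6 libraries. Control diet replicates 1 and 3 had 38625 and 40346, and the sugar diet libraries had 39854 to 45602. The gap to the nearest library, control diet replicate 1, was 353.4 counts, against an SD of 3162 among the sugar diet libraries. A small share of female flies can therefore be neither shown nor excluded. Chorion genes, which mark the ovary, had 26 raw counts there, or 39.3 normalized counts against 188.3 and 32.5 in replicates 1 and 3. They were thus not highest in the library with the highest yolk protein counts, and this test did not point to ovary. No biological explanation was tested, since the libraries belong to one group.

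The skewness here was 1.68. That is opposite in sign to the values quoted from the study above, which concern wild-type flies. The number of genes differing between diets here was 2067. That is higher than the value quoted from the study above for wild-type flies. Of *Pcl* mutants, the study stated that the mutation removed the negative skew and largely cancelled the diet's effect on differential expression. The skewness of 1.68 was likewise not negative. The 2067 calls over all genes differ from the second statement, whose figures concern genes repressed in wild-type flies. RNA of other tissue, weighed above, may contribute to these calls. The share of practically unchanged genes here was 40.6% over all genes with a count. That is lower than the value quoted from the study above, which concerns only genes repressed in wild-type flies.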
